A study of Homo sapiens with 6 samples.

How the data were processed

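Gene expression was measured by bulk RNA sequencing in multi-tissue organoids, which are free-floating aggregates that form several tissues in one culture. The organoids were grown from ATCC-BYS0110, an established human induced pluripotent stem cell line. They were harvested after 8, 11 and 15 weeks of culture, with 2 libraries per week and 6 libraries in all. Per the labels' protocols, the organoids were lysed for column purification of RNA after disaggregation with trypsin, collagenase or both enzymes, and libraries were made with Illumina TruSeq chemistry. The labels do not say whether the library chemistry kept the strand.

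The values analysed were the raw counts of reads per gene that the authors deposited in 1 table of 60617 Ensembl genes, with 1 column per library. Per the series' design text, the authors trimmed paired-end reads with Trimmomatic 0.33, checked them with FastQC, aligned them to the human genome GRCh38 with Hisat2 2.1.0 and counted them per gene with featureCounts. The same text does not state the annotation release, the use of strand, the treatment of reads that align to several places, or whether the aligner's index held the alternate-locus contigs of GRCh38. These settings decide how reads of overlapping genes, of gene copies and of regions with alternate contigs were counted. The values were whole numbers and summed to different totals in each library, as raw counts do. Every row named a gene, and 0 columns belonged to other samples.

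Libraries were grouped by the week given in their titles and developmental stage labels. The source label named week 15 for all 6 libraries, which conflicts with those fields, and it was not used. The descriptions of the week 15 libraries name collagenase for replicate 1 and trypsin for replicate 2 and give both the same batch-like number, whereas the libraries of weeks 8 and 11 each carry a number of their own. Whether the week 15 libraries came from separate organoids was not settled by the labels; the design text calls the 2 samples of each week biological replicates, and they were treated as such. Enzyme and replicate therefore cannot be told apart at week 15. The replicate numbers were given in accession order and pair no samples across weeks.

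Total counts ranged from 39804523 to 56968972 per library. A gene with at most 3 counts in both libraries of a week was treated as being at the floor, and 3 counts correspond to 0.0565 to 0.0731 CPM (counts relative to the scaled library total). A fold against a week at the floor is given as a lower bound computed with 3 counts in its libraries. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

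Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Libraries were scaled by the trimmed mean of M-values (TMM), and genes with low counts were removed by filterByExpr with the week as the group, which left 19821 genes. All 6 libraries entered 1 model with a mean per week and no covariate, fitted with glmQLFit with robust estimation, so that the 3 weeks shared 1 estimate of the spread. Pairs of weeks, and all 3 weeks together, were compared with edgeR's quasi-likelihood F-test, 2-sided, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Adjusted p-values of single genes in the text come from this test. Fold changes are given on the log2 scale with a standard error (SE), computed as the absolute log2 fold change divided by the square root of F. The prior count of the fitted fold changes was 0.125. Expression is given as TMM-scaled CPM, mean ± SD over the 2 libraries of a week.

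Genes named in the text followed a rule. For each pair of weeks these were the 3 largest rises and the 3 largest falls among genes past the threshold, with a mean of at least 10 CPM in the higher week and both libraries of one week above both of the other. *SOX9*, *COL2A1*, *ACAN*, *COL9A1*, *COL10A1*, *COL1A1* and *PRG4* were named whatever their values, as were members of 9 gene lists where a list's result rested on them. The lists covered cartilage, hypertrophy and mineralisation, fibrous connective tissue, neuron, glia, neural progenitor, pluripotency, proliferation, and immediate early and heat shock genes. The groups, tests, lists, naming rule and all alternatives but 1 were chosen before the data were examined; the added alternative, an estimate of the spread from weeks 8 and 11 only, was chosen after the week 15 pair was seen to be closer than the others.

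Each list was tested in each pair of weeks with limma 3.58.1 camera on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, and the 27 p-values were adjusted by Benjamini-Hochberg. The tests were repeated with fry and with camera's estimated correlation. The collagenase and trypsin libraries of week 15, 1 of each, were compared without a test of genes. Each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression.

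Replicates were compared by Spearman correlation of log2 CPM, by a coefficient of variation beyond counting noise, and by a chi-square per gene over genes with at least 20 counts in the pair, for which counting noise alone gives a value near 1. The alternatives were size factors and the full test of DESeq2 1.42.0, total counts as the only scaling, no filter, a filter of at least 1 CPM in 2 libraries, non-robust estimation, a prior count of 2 for the fitted fold changes, a test against a 2-fold change (glmTreat), a fit to the 2 weeks compared alone, the spread from weeks 8 and 11, and leaving out each library in turn. Where a library's removal left 1 library in a compared week, only fold changes were computed.

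The test was checked on simulated counts drawn from the real means and library sizes, with the spread of each gene equal in the 3 weeks. In 5 simulations with 200 genes changed 4-fold and a mean of 19295 genes tested, 69.9% of the changed genes were recovered for week 15 against week 8 and 71% for week 15 against week 11. False calls made up 9.57% and 10% of all calls, against a nominal 5%. With the spread from weeks 8 and 11, 67.6% and 67.5% were recovered and false calls made up 13.8% and 13.2%. That alternative was therefore not the stricter test in counts with an equal spread, which the data do not have. A further 5 simulations each, chosen after seeing the data, compared an equal spread with each week's own spread, for unchanged genes and for genes with the fitted mean of each week.

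Gene positions are those of GENCODE release 44 on GRCh38, which holds 60261 of the 60617 identifiers. To find regions where reads could align to more than 1 sequence, the 261 alternate-locus contigs of the assembly were aligned to the primary chromosomes with minimap2 2.31 in alignment blocks of at least 5000 bases. They covered 59.76 megabases, and genes covered over at least 90% of their length were noted. *SP7*, a member of the hypertrophy and mineralisation list, was not analysed here.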

Results

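Transcript levels were compared between multi-tissue organoids of 3 ages to ask how the tissues they hold change between 8 and 15 weeks of culture, with particular regard to cartilage, which the series' title names. Total counts per library were 46153775 and 47920636 at week 8, 49033922 and 39804523 at week 11, and 56968972 and 50291986 at week 15. Between 18053 and 18942 genes had at least 10 counts in a library. The 10 genes with the most counts took 7.15% and 8.04% of the counts at week 8, 4.87% and 5.54% at week 11, and 11.6% and 11.5% at week 15. Genes encoded by the mitochondrial genome took 6.02% and 7.27% at week 8, 2.97% and 3.67% at week 11, and 3.58% and 3.36% at week 15. The labels give no sequencing date or batch, and each week was harvested at its own time, so batch and age could not be separated.

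The replicates of the 3 weeks differed in how close they were. The coefficient of variation beyond counting noise was 17% between the week 8 libraries, 29.4% between the week 11 libraries and 4.51% between the week 15 libraries. At least 2-fold differences were found for 1526 genes (7.7%) between the week 8 libraries, 2637 genes (13.3%) between the week 11 libraries and 710 genes (3.58%) between the week 15 libraries. The chi-square per gene was 34.1, 96.2 and 5.6 in the same order, so no pair differed by counting noise alone and each library was counted as 1 sample. The week 15 libraries share a number in their descriptions and differ in the digestion enzyme, and their spread is that of 2 digests whose origin in separate organoids the labels do not settle.

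Spearman correlations of log2 CPM, taken across genes, were 0.990 between the week 8 libraries, 0.979 at week 11 and 0.996 at week 15. Between weeks they averaged 0.966 for weeks 8 and 11, 0.934 for weeks 11 and 15, and 0.890 for weeks 8 and 15. The closest libraries of different weeks, at 0.974, were 0.00545 below the least similar replicates, those of week 11. In a principal component analysis the first component held 76% of the variance and ordered the libraries by week.

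**Figure D1:**
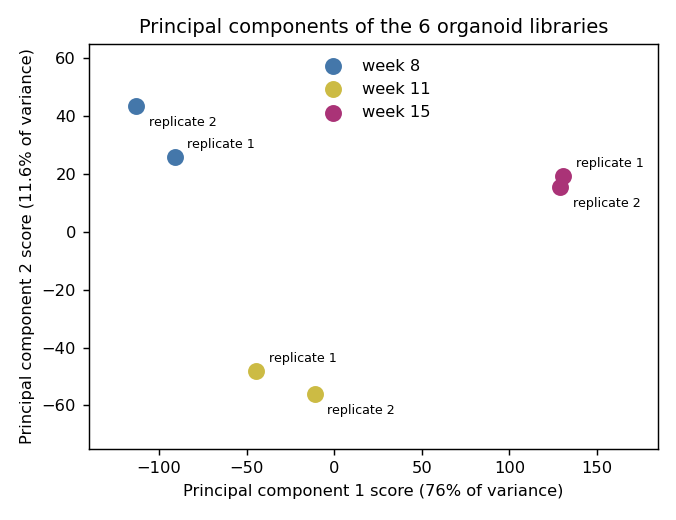
Scores of the 6 libraries on principal components 1 and 2 of log2 CPM, with 1 point per library coloured by week and the share of variance on each axis label. Component 1 scores were -91 and -113 at week 8, -44.6 and -11 at week 11, and 131 and 129 at week 15, where the replicates lie closest together.

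Over the 3 weeks together, 10803 of 19821 tested genes (54.5%) differed by edgeR's quasi-likelihood test at an adjusted p-value under 0.05. Between weeks 8 and 15, 5160 genes were higher and 5111 lower at week 15, and 3009 and 3247 of these changed at least 2-fold. Between weeks 11 and 15, 3888 genes were higher and 3968 lower at week 15, with 2189 and 1991 changed at least 2-fold. Between weeks 8 and 11, 2077 genes were higher and 1792 lower at week 11, with 712 and 878 changed at least 2-fold.

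The count between weeks 8 and 11 rested on the week 15 libraries, although they are not compared in it. The 3 weeks shared 1 estimate of the spread, which may account for part of this dependence. With weeks 8 and 11 alone, 329 genes were higher and 373 lower at week 11, and all 702 were among the 3869 called with 6 libraries. In simulated counts with the fitted means and each week's own spread, false calls made up 11.3% of the genes called between weeks 8 and 11 with 3 weeks in the model and 4.72% with those 2 weeks alone. These simulations took the 3869 called genes as truly changed, so they cannot tell how many of the 3869 calls were false. Leaving out 1 week 15 library gave 284 higher and 274 lower genes without replicate 1, and 283 and 277 without replicate 2. In the comparisons with week 15 the spread from weeks 8 and 11 gave 8202 genes against week 8 and 5396 against week 11, and the choice of scaling changed the balance of higher and lower genes. TMM factors were 0.873 and 0.875 at week 15 against 1.03 to 1.09 at the other weeks. Scaling by total counts alone shifted the median log2 fold change of all genes by -0.31 for week 15 against week 8 and by -0.28 for week 15 against week 11. The share of higher genes among those called fell from 50.2% to 32.4% (3545 higher, 7412 lower) and from 49.5% to 29.1% (2701 higher, 6588 lower). Directions below are relative to the TMM scaling.

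The genes fixed for the question of cartilage did not move together. *SOX9* (ENSG00000125398, chromosome 17, 72121020 to 72126416), which encodes a transcription factor of cartilage cells, fell from 357 ± 7.76 CPM at week 8 (SD, n = 2) to 224 ± 22.4 at week 11 and 171 ± 10.2 at week 15. Its log2 fold change from week 8 to week 15 was -1.06 (SE 0.104, adjusted p = 0.000566). *COL2A1* (ENSG00000139219, chromosome 12, 47972967 to 48004554), which encodes type II collagen, fell from 1064 ± 92.5 CPM to 318 ± 140 and then 132 ± 3.24. Its week 15 level was lower than that of week 8 by a log2 fold change of -3.01 (SE 0.306, adjusted p = 0.000681) and lower than that of week 11 by -1.27 (SE 0.288, adjusted p = 0.0174). The latter was -0.73 without week 11 replicate 1, and -1.28 with an adjusted p of 0.134 when no filter on low counts was applied and 33629 genes were tested. *COL9A1* (ENSG00000112280, chromosome 6, 70216040 to 70303084), a chain of type IX collagen, was at 18.6 ± 6.09, 4.80 ± 2.42 and 3.96 ± 0.281 CPM at weeks 8, 11 and 15. It changed from week 8 to week 15 by -2.23 (SE 0.403, adjusted p = 0.00552), whereas the difference between weeks 11 and 15 was not past the threshold (log2 fold change -0.28, adjusted p = 0.596, and 0.35 without week 11 replicate 1).

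*ACAN* (ENSG00000157766, chromosome 15, 88803436 to 88875353), which encodes the proteoglycan aggrecan, rose to 208 ± 3.61 CPM at week 15 from 2.78 ± 0.0209 at week 8. The log2 fold change was 6.23 (SE 0.891, adjusted p = 0.0024), where the SE rests on the spread of all 3 weeks, week 11 included. The week 11 libraries held 1.68 and 11.8 CPM, so the change from week 8 to week 11 was not larger than their spread (log2 fold change 1.26, SE 0.789, adjusted p = 0.297) and its sign depended on replicate 2, without which it was -0.73. From week 11 to week 15 *ACAN* rose by 4.97 (SE 0.832, adjusted p = 0.00619), and by 4.13 without week 11 replicate 1 and 6.96 without replicate 2. *COL10A1* (ENSG00000123500, chromosome 6, 116118909 to 116158747), type X collagen of hypertrophic cartilage, rose from 0.493 ± 0.256 CPM at week 8 to 45 ± 0.269 at week 15 (log2 fold change 6.51, SE 0.668, adjusted p = 0.000713, and 7.16 without week 8 replicate 1). Its week 11 libraries held 3.13 and 9.47 CPM, and its rise from week 11 to week 15 was 2.85 (SE 0.532, adjusted p = 0.00909), or 3.85 without week 11 replicate 2 and 2.24 without replicate 1. Without a filter on low counts neither *ACAN* nor *COL10A1* passed the threshold between weeks 11 and 15 (adjusted p = 0.0715 and 0.0878).

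*COL1A1* (ENSG00000108821, chromosome 17, 50184101 to 50201632), type I collagen of bone and fibrous tissue, was at 868 ± 384 CPM at week 8 and 22740 ± 282 at week 15. The log2 fold change was 4.71 (SE 0.652, adjusted p = 0.00211). The week 11 libraries held 1394 and 4520 CPM. The difference between weeks 8 and 11 was not past the threshold (log2 fold change 1.77, SE 0.574, adjusted p = 0.0816, with 0.68 without week 11 replicate 2, 2.39 without week 11 replicate 1 and 2.31 without week 8 replicate 1). The rise of *COL1A1* from week 11 to week 15 was 2.94 (SE 0.6, adjusted p = 0.0122). It was 4.03 without week 11 replicate 2, 2.33 without replicate 1, and not past the threshold without a filter on low counts (adjusted p = 0.108). *PRG4* (ENSG00000116690, chromosome 1, 186296279 to 186314567), which encodes lubricin of the joint surface, rose from 0.435 ± 0.478 and 0.986 ± 0.258 CPM at weeks 8 and 11 to 98.2 ± 4.53 at week 15. Against week 8 the log2 fold change was 7.82 (SE 0.629, adjusted p = 0.00033), and 9.94 without week 8 replicate 1 and 7.02 without replicate 2. Against week 11 it was 6.62 (SE 0.58, adjusted p = 0.000765). Another annotated gene overlaps 13.3% of the exonic bases of *PRG4*, and the counting is not stated to use strand. Between weeks 8 and 11 *PRG4* was not past the threshold (log2 fold change 1.2, adjusted p = 0.249, with 3.32 without week 8 replicate 1 and 0.39 without replicate 2).

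Between weeks 8 and 11, *SOX9*, *COL2A1*, *COL9A1* and *COL10A1* were past the threshold with 6 libraries. The log2 fold changes were -0.67 (adjusted p = 0.0133), -1.74 (adjusted p = 0.0162), -1.95 (adjusted p = 0.026) and 3.66 (adjusted p = 0.0176). None of the 4 was past it in the fit to weeks 8 and 11 alone, where the adjusted p-values were 0.0532, 0.0541, 0.0704 and 0.0568. Leaving out week 15 replicate 1 gave 0.0561, 0.057, 0.0755 and 0.0584, and the spread from weeks 8 and 11 gave 0.0527, 0.0535, 0.0697 and 0.0556. Without a filter on low counts *COL2A1* and *COL10A1* were at 0.105 and 0.101, whereas *SOX9* and *COL9A1* stayed past the threshold at 0.000115 and 0.0453. The full test of DESeq2, which also used the week 15 libraries, kept all 4 past it. Its adjusted p-values were 2.41e-06, 8.19e-08, 2.57e-05 and 9.42e-10 in the order above. *SOX9* also lost the threshold between weeks 11 and 15 (log2 fold change -0.39, adjusted p = 0.0273) when either week 8 library was left out, with adjusted p-values of 0.0528 and 0.0641, in the fit to those 2 weeks alone (0.0596) and with the spread from weeks 8 and 11 (0.0687). The log2 fold change of *COL10A1* between weeks 8 and 11 was 2.66 without week 11 replicate 2, 4.27 without week 11 replicate 1 and 4.32 without week 8 replicate 1, and that of *COL9A1* was -2.58 without week 11 replicate 1.

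**Figure D2:**
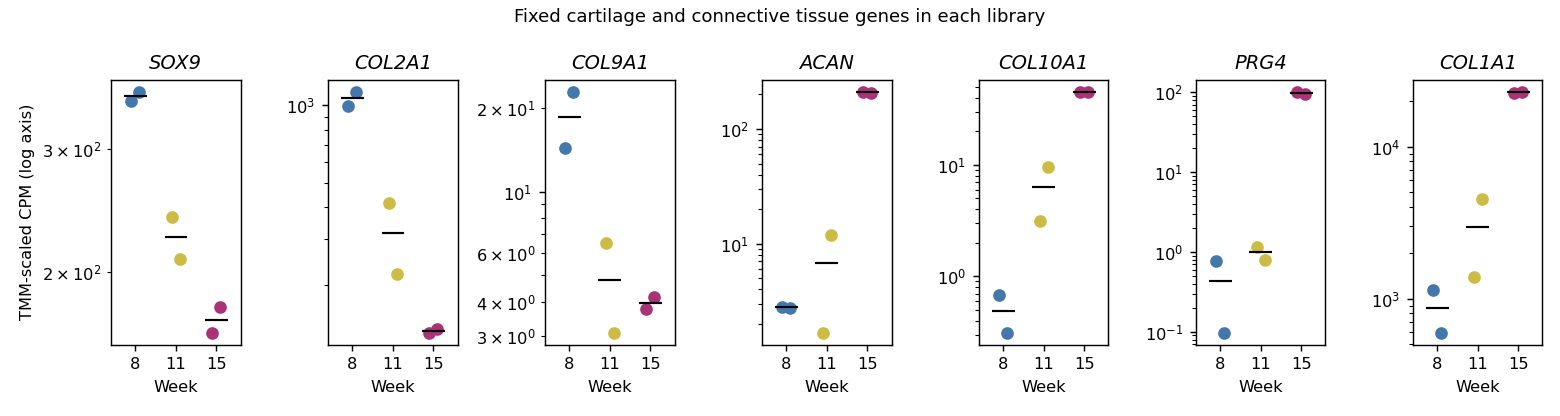
TMM-scaled CPM of 7 genes on log axes that do not start at 0, against week, with 1 point per library and a line at the mean of the 2 libraries of each week. Type II collagen (COL2A1) fell from 1064 to 132 CPM and ACAN rose from 2.78 to 208 CPM between weeks 8 and 15, and the week 11 points are the most spread for ACAN and COL1A1.

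The largest rises from week 8 to week 11 among 1664 eligible genes were those of *FOSB*, *FABP4* and *MMP1*. *FOSB* (ENSG00000125740, chromosome 19, 45467995 to 45475179), an immediate early transcription factor, rose from 1.56 ± 0.631 to 229 ± 110 CPM (log2 fold change 7.20, SE 0.485, adjusted p = 0.00573). Its fold change was 6.61 without week 11 replicate 2. *FABP4* (ENSG00000170323, chromosome 8, 81478419 to 81483236), a fatty acid carrier of fat cells and macrophages, had 3.69 and 44.6 CPM in the week 11 libraries against 0.218 ± 0.225 at week 8. The log2 fold change of 6.78 (SE 1.49, adjusted p = 0.0312) was 4.08 without week 11 replicate 2, 7.68 without week 11 replicate 1, 8.62 without week 8 replicate 1 and 6.00 without week 8 replicate 2. The adjusted p was 0.0729 with weeks 8 and 11 alone, 0.0722 with the spread of those weeks, 0.0813 without week 15 replicate 1 and 0.174 without a filter on low counts. *MMP1* (ENSG00000196611, chromosome 11, 102789401 to 102798160), a collagenase, rose from 0.997 ± 0.777 to 54.5 ± 16.5 CPM (log2 fold change 5.77, SE 0.517, adjusted p = 0.00722, 6.92 without week 8 replicate 1 and 5.15 without replicate 2).

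The largest falls from week 8 to week 11 among 1242 eligible genes were those of *TTR*, *AFP* and *CNMD*. *TTR* (ENSG00000118271, chromosome 18, 31557009 to 31598833), which encodes transthyretin, had 227 and 85.5 CPM in the week 8 libraries and 2.40 ± 1.18 at week 11 (log2 fold change -6.04, SE 0.675, adjusted p = 0.0105, -5.16 without week 8 replicate 1 and -6.64 without week 11 replicate 2). Without a filter on low counts its adjusted p was 0.109. *AFP* (ENSG00000081051, chromosome 4, 73431138 to 73456174), alpha-fetoprotein, fell from 17.2 ± 7.48 to 2.04 ± 1.69 CPM (log2 fold change -3.09, SE 0.705, adjusted p = 0.0431). It was -4.34 without week 11 replicate 2 and -2.40 without week 11 replicate 1, and the adjusted p was 0.0721 with weeks 8 and 11 alone, 0.0708 with the spread of those weeks, 0.0797 without week 15 replicate 1 and 0.291 without a filter. *CNMD* (ENSG00000136110, chromosome 13, 52703264 to 52739820), which encodes chondromodulin and is a member of the cartilage list, fell from 21.2 ± 4.21 to 2.49 ± 0.872 CPM (log2 fold change -3.08, SE 0.317, adjusted p = 0.00743).

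Ranked by fitted fold change, the first 3 rises from week 8 to week 15 among 3776 eligible genes were *FGF5*, *TNFAIP8L3* and *FABP4*. The places of *FGF5* and *TNFAIP8L3* depend on the prior count, since their week 8 libraries were at the floor. *MMP1*, named here after its values were seen, rose from 0.997 ± 0.777 to 1088 ± 18.3 CPM without being at the floor. This ratio of 1090 was 2430 without week 8 replicate 1 and 703 without replicate 2. It was above the lower bound of *TNFAIP8L3* in each case and above that of *FGF5* only with replicate 2 included. *FGF5* (ENSG00000138675, chromosome 4, 80266639 to 80336680), a fibroblast growth factor, had at most 1 count in a week 8 library and 51.7 ± 0.0321 CPM at week 15, at least 877-fold higher (adjusted p = 0.000347). *TNFAIP8L3* (ENSG00000183578, chromosome 15, 51056598 to 51105276), which encodes a lipid transfer protein, likewise had at most 1 count at week 8 and 21.4 ± 0.529 CPM at week 15, at least 363-fold higher (adjusted p = 0.000577). *FABP4* reached 321 ± 8.18 CPM (log2 fold change 10.52, SE 1.58, adjusted p = 0.00286), with a fold change of 12.36 without week 8 replicate 1 and 9.76 without replicate 2. The first 3 falls in the same ranking, among 3088 eligible genes, were in genes with 0 counts in both week 15 libraries, so their places also depend on the prior count. *CELF3*, named here after its values were seen, fell from 59.8 ± 7.3 to 0.116 ± 0.0353 CPM, a larger ratio than the bounds of *AFP* and *LHFPL4*. *TTR* was at least 2430-fold lower than at week 8 (adjusted p = 0.000802), a bound of 1330-fold without week 8 replicate 1. *AFP* was at least 268-fold lower (adjusted p = 0.00226, and 0.0654 without a filter on low counts), and *LHFPL4* (ENSG00000156959, chromosome 3, 9498361 to 9553822), a synaptic membrane protein gene, at least 222-fold lower, from 14.3 ± 3.14 CPM (adjusted p = 0.000116).

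From week 11 to week 15 the largest rises among 2923 eligible genes were those of *MFAP5*, *STEAP2* and *PRG4*. *MFAP5* (ENSG00000197614, chromosome 12, 8637346 to 8662888), which encodes a microfibril protein, rose from 0.565 ± 0.613 to 89.7 ± 4.17 CPM (log2 fold change 7.40, SE 0.767, adjusted p = 0.00124), and the fold change was 6.48 without week 11 replicate 1 and 9.38 without replicate 2. *STEAP2* (ENSG00000157214, chromosome 7, 90167590 to 90238137), a metalloreductase gene, rose from 0.441 ± 0.41 to 52.1 ± 5.25 CPM (log2 fold change 6.96, SE 0.615, adjusted p = 0.000786), with 6.15 and 8.41 after the same omissions. The largest falls among 2623 eligible genes were those of *LRRC55*, *CELF3* and *MMRN1*. *CELF3* (ENSG00000159409, chromosome 1, 151700058 to 151716803), a neuronal splicing factor gene, fell from 19.6 ± 0.901 to 0.116 ± 0.0353 CPM (log2 fold change -7.36, SE 0.218, adjusted p = 0.000188). *LRRC55* (ENSG00000183908, chromosome 11, 57181747 to 57191717), a potassium channel subunit gene, held 70.1 and 2.31 CPM in the week 11 libraries. Its log2 fold change of -7.47 (SE 1.94, adjusted p = 0.0272) was -3.50 without week 11 replicate 1, -8.42 without week 11 replicate 2 and -8.28 without week 15 replicate 1. Its adjusted p was 0.0514 with the spread from weeks 8 and 11 and 0.184 without a filter on low counts. *MMRN1* (ENSG00000138722, chromosome 4, 89879532 to 89954629), which encodes multimerin, held 18.6 and 2.12 CPM in the same libraries, and its log2 fold change of -7.08 (SE 1.49, adjusted p = 0.0137) was -4.79 without replicate 1 and -7.92 without replicate 2. With 7 and 0 counts at week 15 its fold change was -11.96 without week 15 replicate 1, which leaves the library with 0 counts and so depends on the prior count, and -6.18 without week 15 replicate 2, and its adjusted p was 0.121 without a filter.

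Gene lists were compared to ask which tissues gained or lost transcripts. Of the 27 list tests, 15 had an adjusted p-value under 0.05 by camera, 12 of these also by fry, and 0 with camera's estimated correlation, where the smallest adjusted p was 0.332 and 4 tests had an unadjusted p under 0.05. The cartilage list had 19 tested genes of 20. Its median log2 fold change from week 8 to week 11 was -0.67 (camera adjusted p = 0.00778, fry adjusted p = 0.0106). Of its genes 0 were higher and 9 lower when adjusted over all genes tested (3 and 11 at an unadjusted p under 0.05), and 11 differed when adjusted over the list alone. At week 15 against week 8 the median was -1.08, which camera did not separate from other genes (adjusted p = 0.156) and fry did (adjusted p = 0.0054). The list split, with 5 genes higher and 11 lower, and 16 differed adjusted over the list alone. The members that rose most were *COMP*, with a week 8 level at the floor and 1.37 ± 0.26 CPM at week 15, *ACAN*, *HAPLN1* (2.31 ± 1.42 to 53.1 ± 1.83 CPM) and *COL11A1* (220 ± 18.7 to 2367 ± 4.36 CPM). From week 11 to week 15 the median was -0.25 (camera adjusted p = 0.906), with 5 genes higher, 5 lower and 10 adjusted over the list alone. This median was 0.08 without week 11 replicate 2.

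The hypertrophy and mineralisation list, with 13 tested genes of 15, had medians of 0.60 from week 8 to 11 (camera adjusted p = 0.0362, fry 0.0957), 2.38 from week 8 to 15 (0.00778, fry 0.0054) and 0.56 from week 11 to 15 (0.049, fry 0.0361). The last of these was past the threshold neither with DESeq2 size factors (adjusted p = 0.0561) nor without either week 8 library (0.0507 and 0.0621), and the median was 1.16 without week 11 replicate 1, 0.29 with scaling by total counts, which shifted all genes, 1.00 without a filter on low counts and 1.02 in the fit to those 2 weeks alone. At week 15 against week 8, 8 of its genes were higher and 1 lower, and 9 differed adjusted over the list alone. The respective counts were 5 and 0 from week 8 to 11, with 6 adjusted over the list alone, and 7 and 1 from week 11 to 15, with 8 adjusted over the list alone. The median from week 8 to 11 was 0.91 without week 8 replicate 1, and 0.57 to 0.69 in the other fits that left out 1 library. Not all members shared the rise at week 15 against week 8. *COL10A1* rose most, by 6.51, while *IHH* fell from 0.669 ± 0.064 CPM to the floor. *ALPL*, *BGLAP* and *PTH1R* had log2 fold changes of 0.25, 0.36 and -0.58.

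All 15 genes of the fibrous connective tissue list were higher at week 15 than at week 8, with a median of 4.29 (camera adjusted p = 3.51e-06, fry 0.00804), and 15 differed adjusted over the list alone. From week 11 to week 15 the median was 2.94 (3.51e-06, fry 0.0137), with 14 genes higher and 15 adjusted over the list alone; the median was 3.78 without week 11 replicate 2 and 2.33 without replicate 1. From week 8 to week 11 it was 1.26 (0.0136, fry 0.307), with 2 genes higher and 2 adjusted over the list alone. This value rested on week 11 replicate 2, without which it was 0.20, and it was 1.87 without replicate 1.

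The neuron list of 14 genes fell in each comparison, with medians of -0.65 from week 8 to 11 (camera adjusted p = 0.000199, fry 0.0054), -2.02 from week 8 to 15 (3.51e-06, fry 0.00175) and -1.69 from week 11 to 15 (1.9e-05, fry 0.00253). The numbers of lower genes were 6, 13 and 12, no gene was higher (0 at an unadjusted p under 0.05), and 8, 14 and 12 differed adjusted over the list alone. The neural progenitor list, with 8 tested genes of 10, had medians of -0.50 (0.0849, fry 0.054), -2.42 (0.00648, fry 0.00222) and -2.02 (0.00648, fry 0.00248). At week 15 its gene *NES* was higher than at either earlier week and 6 genes were lower, and 8 and 7 genes differed adjusted over the list alone against weeks 8 and 11; from week 8 to 11, 2 were lower and 3 differed adjusted over the list alone, and the median was -0.30 without week 8 replicate 2, -0.33 without week 11 replicate 1 and -0.32 without week 11 replicate 2.

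The glia list, with 11 tested genes of 12, had medians of 0.20 from week 8 to 11, which was -0.21 without week 11 replicate 1 and -0.08 without replicate 2, of -0.98 from week 8 to 15 and of -1.12 from week 11 to 15. Camera gave adjusted p-values of 0.776, 0.17 and 0.156, and fry 0.447, 0.00268 and 0.00268. Without a filter on low counts camera gave 0.0373 and 0.0242 for the comparisons with week 15. Its members moved apart at week 15, with 3 higher and 6 lower than at week 8 and 2 higher and 6 lower than at week 11, and with 2, 9 and 8 differing adjusted over the list alone. *GFAP* rose from 95.6 ± 95.8 CPM at week 8 to 1362 ± 46.3 at week 15, while *SOX10* fell from 72.9 ± 14.5 to 0.852 ± 0.0474. The week 8 libraries held 163 and 27.9 CPM of *GFAP*, so the size of its rise depends on which of them is used. Overlap with other annotation covers 19.9% of the exonic bases of *GFAP*, and the counting is not stated to use strand.

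The pluripotency list, with 6 tested genes of 10, was not past the threshold in any comparison by camera (adjusted p = 0.529, 0.432 and 0.277) or fry (0.863, 0.512 and 0.335). Its medians were 1.16 from week 8 to 11, -2.96 from week 8 to 15, or -2.73 with genes at the floor set to their bounds, and -3.05 from week 11 to 15. The first was -1.85 without week 11 replicate 1 and 2.86 without replicate 2, and the last was -1.12 without week 11 replicate 1, -4.07 without replicate 2 and -7.29 without week 15 replicate 1. At week 15 against week 8 it was -4.96 without week 15 replicate 1. That omission leaves a library with 0 counts of *LIN28A*, *TDGF1* and *DPPA2*, so the values of -7.29 and -4.96 depend on the prior count. The median from week 8 to 11 was also 2.18 without week 8 replicate 1 and 1.91 without either week 15 library. Adjusted over all genes tested 1, 2 and 4 of its genes differed, and 0, 2 and 4 adjusted over the list alone, where the first count was 1 at an unadjusted p under 0.05. The proliferation list of 12 genes had medians of -0.75 (camera adjusted p = 0.0583, fry 0.44), -2.55 (0.00778, fry 0.111) and -1.57 (0.057, fry 0.317). At week 15 against week 8, 11 genes were lower, and 11 adjusted over the list alone. From week 8 to 11 there were 0 by either adjustment and 0 at an unadjusted p under 0.05. Between weeks 11 and 15 there were 2, 0 adjusted over the list alone and 9 at an unadjusted p under 0.05. Without a filter on low counts camera gave 0.018 from week 8 to 11 and 0.0106 from week 11 to 15, the latter also 0.0481 with DESeq2 size factors. Without week 11 replicate 1 the medians were -2.23 from week 8 to 11 and -0.33 from week 11 to 15, and without replicate 2 they were -0.05 and -2.23. The week 11 libraries differed widely here, with 57.2 and 8.28 CPM of *MKI67*.

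The immediate early and heat shock list, with 15 tested genes of 18, rose from week 8 to week 11 by a median of 2.73 (camera adjusted p = 2.94e-10, fry 0.00571), with 14 genes higher and 14 adjusted over the list alone. At week 15 the median was 2.88 against week 8 (3.51e-06, fry 0.00525), with 14 genes higher, 1 lower and 15 adjusted over the list alone. Between weeks 11 and 15 the list was not past the threshold (median 0.09, camera adjusted p = 0.257, fry 0.393), and this median was -0.17 with scaling by total counts and -0.06 without week 11 replicate 1. In this comparison 5 genes were higher and 1 lower, and 7 differed adjusted over the list alone.

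**Figure D3:**
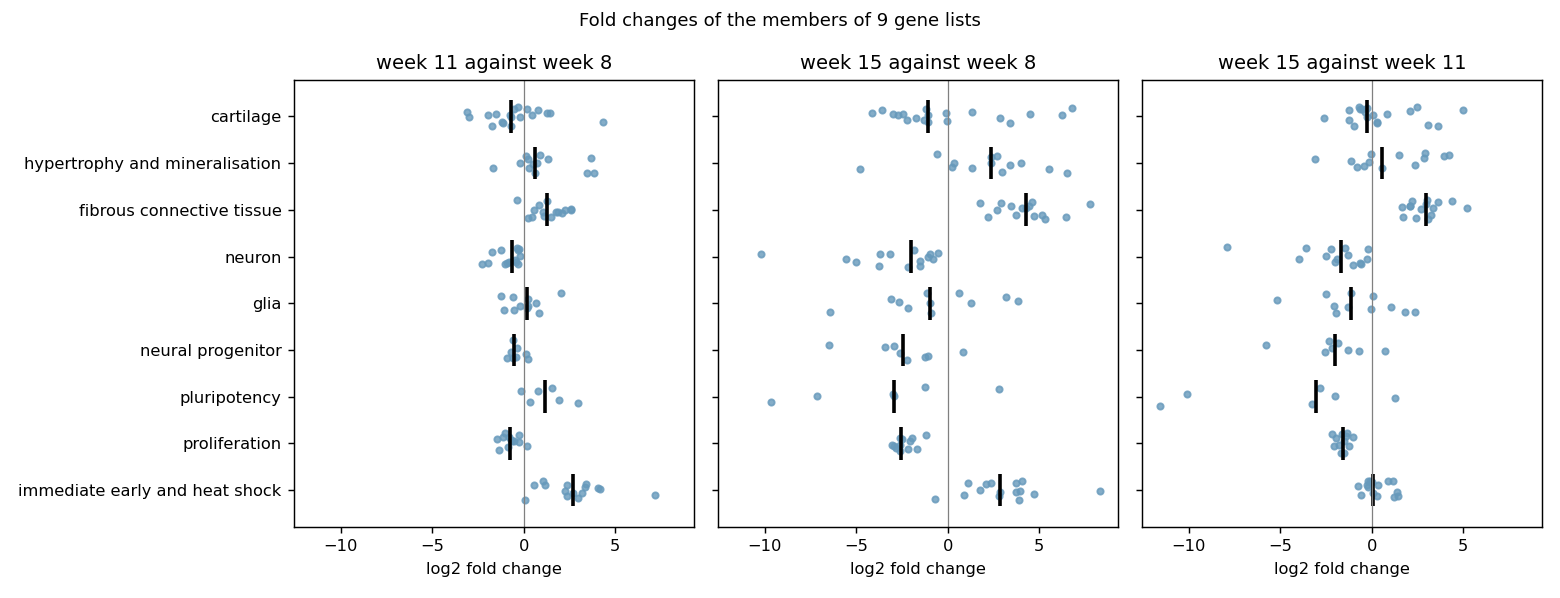
Log2 fold changes of the tested members of 9 gene lists in the 3 pairs of weeks, with 1 point per gene, a black bar at the list's median and a grey line at 0. The fibrous list's median rose to 4.29 and the neuron list's fell to -2.02 at week 15 against week 8, and the cartilage list has members on both sides of 0.

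The digestion enzymes were compared in 1 library each at week 15, which compares those libraries and not the enzymes. The median absolute log2 ratio of collagenase over trypsin was 0.11 over 19821 genes, and 0 of the 4614 genes with at least 50 CPM differed by 2-fold or more. The cartilage list's median log2 ratio was -0.0038, at percentile 37.8 of random lists matched on expression. The percentiles of the other lists were 79 for hypertrophy and mineralisation, 82 for fibrous connective tissue, 29.3 for neuron, 84.5 for glia, 20.4 for neural progenitor, 57.3 for pluripotency and 4.59 for immediate early and heat shock genes. The proliferation list, at percentile 99.97 with a median log2 ratio of 0.12, was the highest placed of the 9.

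Some genes could not be evaluated from the table. Of 714 protein-coding genes covered over at least 90% of their length by alternate-locus contigs, 115 (16.1%) had enough counts to be tested, against 14722 of 19052 uncovered genes (77.3%). The ribosomal protein gene *RPS18* (chromosome 6, 33272075 to 33276511) had at most 5 counts in any library. The 7 list members in such regions were *COL11A2*, *HES5*, *DLL1*, *POU5F1*, *IER3*, *HSPA1A* and *HSPA1B*. Of these, 6 had at most 3 counts in every library and none reached the tests, so their values are not read as low expression. *SP7* was not analysed here.

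**Figure D4:**
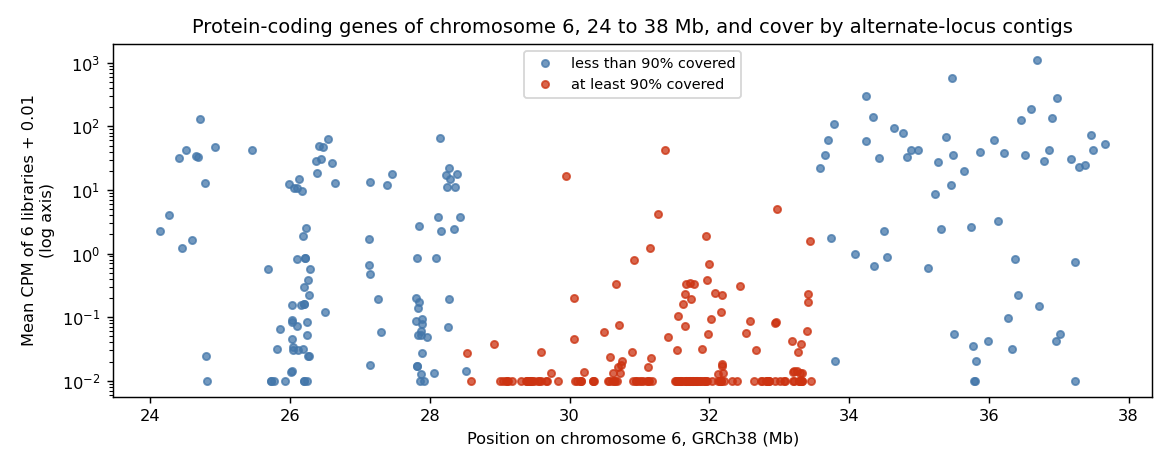
Mean CPM of the 6 libraries plus 0.01, on a log axis, against the GRCh38 position in megabases of the protein-coding genes of chromosome 6 between 24 and 38 Mb, with 1 point per gene and genes covered over at least 90% by alternate-locus contigs in red. The covered genes lie between 28525881 and 33457544, and 173 of 180 have a mean under 1 CPM, whereas 66 of the 170 other genes in this window reach 10 CPM.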

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

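Requiring a fold change above 2 (glmTreat) reduced the genes called between weeks 8 and 11 to 27 higher and 12 lower at week 11. It left 1848 higher and 1849 lower genes at week 15 against week 8, and 1007 higher and 849 lower against week 11. This test asks for more than a difference from 0, so fewer calls follow from its construction.

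Between weeks 8 and 11 the calls also fell whenever week 15 had less part in the estimate of the spread. With the spread taken from weeks 8 and 11, an alternative chosen after seeing the data, 366 genes were higher and 451 lower, and 816 of these 817 were among the 3869 called with 6 libraries. The fit to those weeks alone gave 329 higher and 373 lower. The 2 fits that each left out 1 week 15 library gave 283 to 284 higher and 274 to 277 lower genes. Genes higher at week 15 than at week 11 numbered 2586 with the spread from weeks 8 and 11. Under scaling by total counts 6588 genes were lower at week 15 than at week 11, against 3968 with TMM, which scaled the week 15 libraries by 0.873 and 0.875. The other alternatives left each of these counts within 1.5 times its value, among them 6073 to 6081 higher and 6062 to 6079 lower genes at week 15 against week 8 without 1 week 11 library.

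The median of the cartilage list from week 8 to week 11, -0.67, was past the threshold by camera and fry and not with camera's estimated correlation (adjusted p = 0.332). The median from week 8 to week 15, -1.08, was past it only by fry (adjusted p = 0.0054) among the alternatives tried, and ranged from -1.13 to -0.997 over the 6 fits that each left out 1 library. From week 11 to week 15 the median ranged from -0.36 to 0.076 over such fits, with a positive sign only without week 11 replicate 2.

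Signs also changed for results that were not past the threshold. Over the 6 fits that each left out 1 library, *ACAN* between weeks 8 and 11 ranged from -0.73 to 2.1 and *COL9A1* between weeks 11 and 15 from -0.72 to 0.35. The glia list between weeks 8 and 11 ranged from -0.21 to 0.20 and was also -0.08 in 1 of them, and the pluripotency list from -1.85 to 2.86. The immediate early and heat shock list between weeks 11 and 15 ranged from -0.062 to 0.41 and was -0.17 with scaling by total counts. The sign changes with 1 library left out followed the week 11 libraries, whose coefficient of variation was 29.4%. The sign change with total counts goes with the shift of -0.28 that this scaling gave the median of all genes.

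Of the alternatives that kept all 6 libraries or dropped a whole week, 239 values of single named genes kept their side of the threshold and 27 became weaker, 12 of them without a filter on low counts. For the 8 lists other than cartilage the respective numbers were 118 kept, 18 weaker and 7 stronger, with 14 of the weaker ones under camera's estimated correlation. With 1 library left out, 176 single gene values stayed within their spread or on their side of the threshold, 36 moved and 14 became weaker. For those lists 109 stayed, 29 moved and 2 became weaker. Fits that left 1 library in a compared week gave fold changes and no calls, and the test over the 3 weeks together was not run in them. No paired analysis was possible because the replicate numbers pair no samples across weeks.

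Depth did not limit the comparison of abundant genes, since the smallest library held 39804523 counts, and it set the lower bounds for *FGF5*, *TNFAIP8L3*, *TTR*, *AFP* and *LHFPL4* at the 3-count floor.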

Other observations

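Of the tests below, those of cartilage release by trypsin, of stress at week 15 and of other pairings of the libraries were chosen before the results they measure were seen, and all others afterwards.

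The calls between weeks 8 and 11 fell from 3869 to 702 when the week 15 libraries were left out. A candidate explanation is that the small spread at week 15 lowered the spread shared by the 3 weeks. In 5 simulations of unchanged genes with each week's own spread, 10.6% of genes had an unadjusted p under 0.05 between weeks 8 and 11 in the fit to 3 weeks, against 4.65% with an equal spread and 5.04% in the fit to those weeks alone. A first test, on calls after adjustment, had shown no excess, with averages of 0.6 and 0.8 unchanged genes called with each week's own and an equal spread, and the test on unadjusted p-values was chosen after that. With the fitted means, in which the 3869 called genes were taken as truly changed, each week's own spread gave an average of 2795 calls from 3 weeks. It gave 1702 from weeks 8 and 11 alone, whereas an equal spread gave 2756 and 2738. The simulated loss was smaller than the observed one, so this may be only part of it. The gene-by-gene differences between the week 11 libraries, which the simulation holds only as an average, were not tested.

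Of the 15 ways to join the 6 libraries into 3 pairs, 1 gave as many genes that differ between the pairs as the labelled weeks did (10803), the labelled one itself. The other pairings that kept the week 15 libraries together gave 2096 and 3329 genes. With 15 pairings the share can never be under 0.05, so chance could not be excluded this way.

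The week 15 libraries were closer to each other than those of weeks 8 and 11. Depth does not account for this, since at an equal total the coefficient of variation was 4.37% at week 15 against 16.4% and 29.1% at weeks 8 and 11. The chi-square per gene of 5.6, where counting noise gives about 1, argues against 1 library sequenced repeatedly. The labels give both libraries 1 number and different enzymes, and the spread of 4.51% could come from 1 harvest divided between enzymes or from organoids that had become alike with age. These cannot be told apart, because week 15 has no other libraries. In the former case week 15 would hold 1 biological sample, and its p-values would be too small.

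*COL2A1* fell and *ACAN* rose from week 8 to week 15. A lower share of cartilage cells alone would lower both, and the log2 fold change of *ACAN* was 6.23. The scaling does not account for it either, since the lowest value for *ACAN* under DESeq2 size factors, total counts or no filter was 5.92, and *COL2A1* remained lower in each. *HAPLN1* and *COL11A1* rose as well, while *MATN3*, *COL9A3* and *CNMD* fell, with log2 fold changes of 4.52, 3.43, -2.43, -1.71 and -3.60; these genes were picked after their values were seen. A candidate explanation is a larger share of fibrous tissue that also makes *ACAN*. The rise of *ACAN* exceeded the fibrous list's median by 1.93. It lay within the range of that list's members, from 1.75 for *COL5A2* to 7.79 for *TNMD*. Bulk libraries do not show which cells hold a transcript, so a larger share of such tissue cannot be told apart from a change within cartilage cells. The neuron and neural progenitor lists also fell from week 8 to week 15, with medians of -2.02 and -2.42. Which tissue held the transcripts of the falling cartilage list members is likewise not shown by bulk libraries. An effect of age, which the design varies, also remains open.

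Immediate early genes were higher at weeks 11 and 15 than at week 8. Gene length and GC content do not account for the size of the change. The median from week 8 to week 11 was at percentile 100 of 10000 lists matched on expression, length and GC, of which the highest had a median of 0.71. Nor does the scaling, since the lowest median over DESeq2 size factors, total counts and no filter was 2.68. The rise may reflect handling before lysis that differed between harvests, such as the enzymatic digestion, or age. Each week is 1 harvest time, so these cannot be told apart, and the median of 2.88 at week 15 against week 8 goes with either. Stress particular to the week 15 digests would have raised the list above week 11. The list was not past the threshold there (camera adjusted p = 0.257), but 9 of its genes were higher and 6 lower, which decides little, and the labels do not say how the organoids of weeks 8 and 11 were disaggregated.

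At week 15, incomplete release of cartilage cells by trypsin would place the cartilage list high in the collagenase library. It lay at percentile 37.8 with 9 of 19 genes higher. With 1 library of each enzyme and members on both sides of 0, a small effect remains possible. The proliferation list stood out among the 9 lists, with 9 of 12 genes higher in the collagenase library and a median log2 ratio of 0.12. It lay at percentile 99.95 of lists matched on expression, length and GC, so these do not account for it. A difference in the share of dividing cells is a candidate explanation, and with 1 library of each enzyme it cannot be told apart from a chance difference between digests.

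Genes that every cell uses were listed near 0 in regions covered by alternate-locus contigs. Among protein-coding genes of ribosomal, mitochondrial ribosomal, proteasome, respiratory chain and similar families, 10 of 12 covered genes (83.3%) had a mean under 1 CPM, against 24 of 380 uncovered genes (6.32%; Fisher's exact test, 2-sided p = 3.66e-10). The exceptions were *MRPS36*, at 8.13 CPM, and *RPS9*, which had 70 to 301 counts per library. The covered *PSMB8* and *PSMB9* are parts of the immunoproteasome, which many cells do not make. Lack of expression would not spare the uncovered members of the same families. Length and GC content do not account for it, since 3.45% of the 145 uncovered genes within the range of the covered ones were under 1 CPM. A possible explanation is that reads aligned equally well to a chromosome and an alternate contig and were left out as multiply aligned; the contents of the authors' index were not analysed here. On this reading the low values of *POU5F1*, *HES5*, *DLL1*, *IER3*, *HSPA1A*, *HSPA1B* and *COL11A2*, and of most of the chromosome 6 region between 28525881 and 33457544, may be technical. No biological explanation other than lack of expression was tested.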
